# Muscle regeneration controlled by a designated DNA dioxygenase

**DOI:** 10.1038/s41419-021-03817-2

**Published:** 2021-05-25

**Authors:** Hongye Wang, Yile Huang, Ming Yu, Yang Yu, Sheng Li, Huating Wang, Hao Sun, Bing Li, Guoliang Xu, Ping Hu

**Keywords:** DNA methylation, Muscle stem cells

## Abstract

Tet dioxygenases are responsible for the active DNA demethylation. The functions of Tet proteins in muscle regeneration have not been well characterized. Here we find that Tet2, but not Tet1 and Tet3, is specifically required for muscle regeneration in vivo. Loss of Tet2 leads to severe muscle regeneration defects. Further analysis indicates that Tet2 regulates myoblast differentiation and fusion. Tet2 activates transcription of the key differentiation modulator *Myogenin* (*MyoG*) by actively demethylating its enhancer region. Re-expressing of *MyoG* in Tet2 KO myoblasts rescues the differentiation and fusion defects. Further mechanistic analysis reveals that Tet2 enhances MyoD binding by demethylating the flanking CpG sites of E boxes to facilitate the recruitment of active histone modifications and increase chromatin accessibility and activate its transcription. These findings shed new lights on DNA methylation and pioneer transcription factor activity regulation.

## Introduction

Skeletal muscles can regenerate due to the existence of muscle stem cells (MuSCs)^1,2^. The normally quiescent MuSCs are activated after muscle injury and further differentiate to support muscle regeneration^3,4^. Skeletal muscle development and postnatal muscle regeneration are tightly regulated by muscle-specific transcriptional factors. *MyoD* is considered to be the master regulator of myogenesis^5^, which recognizes and binds E box to activate transcription of target genes^6–10^. Another transcription factors *Myogenin (MyoG)* can also regulate myogenesis^11,12^. MyoD directly activates the transcription of *MyoG* by binding the E-box at its core promoter^8^. Despite the accumulating amount of excellent works about the mechanism of MyoD dependent transcription activation are still needed.

Ten-Eleven Translocation (Tet) family of DNA dioxygenases catalyze the active DNA demethylation and play critical roles in embryonic development, neural regeneration, oncogenesis, aging, and many other important biological processes^13–19^. There are 3 Tet DNA dioxygenase isoforms family in mammal, namely Tet1, Tet2, and Tet3. They share the highly conserved core catalytic domain at the C terminus. During early embryonic development, 3 Tets show functional redundancy^19^. In mammary tissues, Tet2 is predominantly expressed over the other 2 isoforms and promotes luminal lineage commitment^20^. It has been considered that the specificity of Tet2 functions is achieved by predominantly expressing one Tet isoform at a time. In the cases where all Tets are expressed simultaneously at the similar level, whether each Tet has non-redundant functions remains to be explored.

Demethylation of *MyoG* promoter has been shown to contribute to the activation of *MyoG* transcription^21–23^. The functions of Tet2 in vivo during muscle regeneration and its mechanism remain to be further explored.

Here we found that Tet2, but not Tet1 and Tet3, specifically demethylated *MyoG* enhancer. The Tet2 mediated active DNA demethylation at the CpG sites near E boxes enhanced the MyoD binding and increased the chromatin accessibility and active histone modification recruitment. These results revealed the specific functions of Tet2 in vivo during muscle regeneration and shed new lights on understanding the mechanism of transcription regulated by DNA methylation.

## Results

### Tet2 KO mice display muscle regeneration defects

To identify the function of Tet2 in muscle regeneration, we generated Tet2 knockout mice by deleting exon 3 with homology recombination (Figs. 1A and S1A, B). Tet2 KO mice were born with normal skeletal muscle (Fig. S1C–G), suggesting that Tet2 is not required for muscle embryonic development and postnatal muscle growth.

**Fig. 1:**
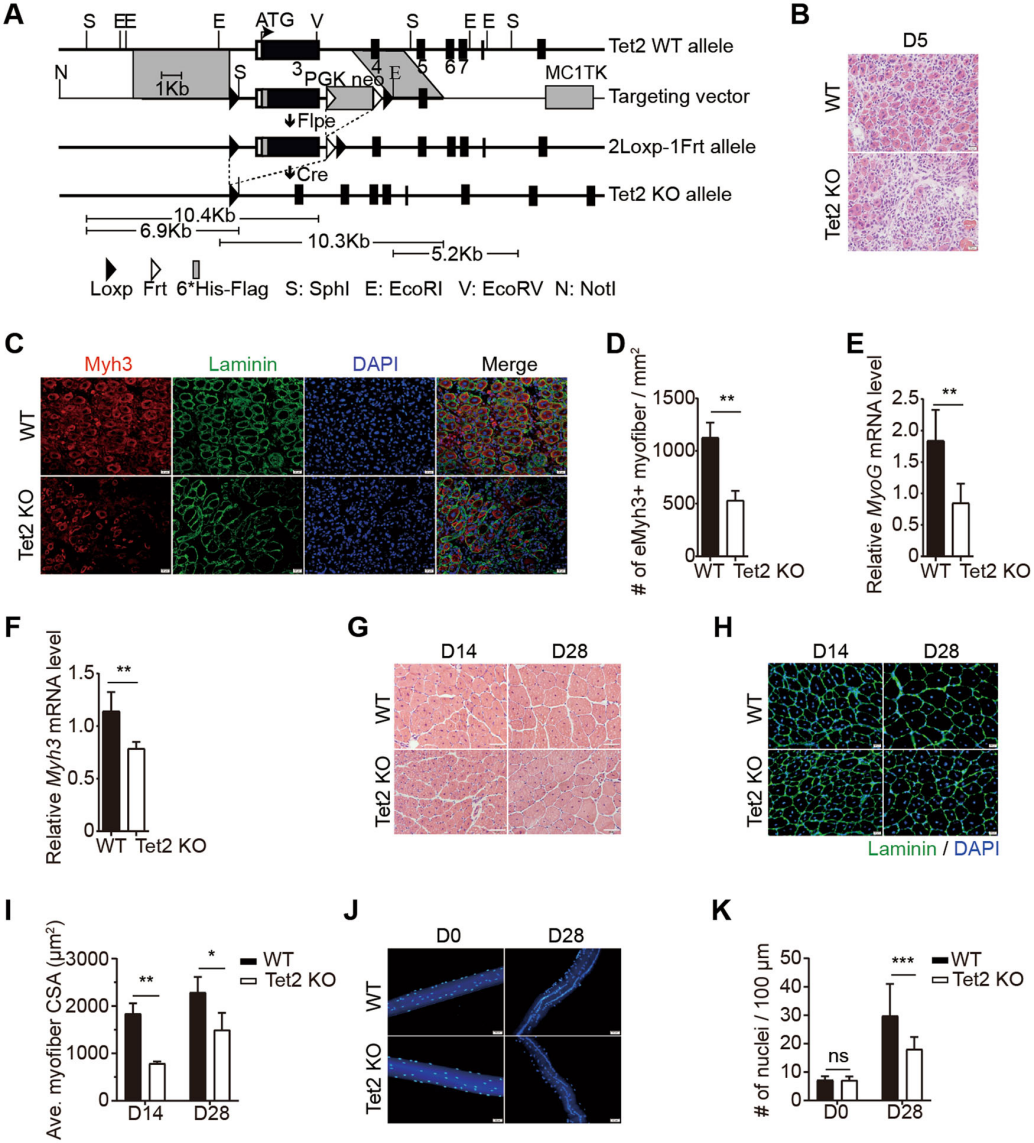
Tet2 KO mice display muscle regeneration defects. **A** The scheme of Tet2 KO strategy. **B** Representative images of H&E staining of TA muscles isolated from WT or Tet2 KO mice on day 5 after injury. Scale bars, 20 μm. **C** Immunofluorescence staining of Myh3 and Laminin of TA muscles isolated from WT or Tet2 KO mice on day 5 after injury. Scale bars, 20 μm. **D** Quantification of the number of Myh3+ myofiber per mm^2^ on day 5 after injury (*n* = 3). **E** Relative mRNA expression level of *MyoG* in TA muscles isolated from WT or Tet2 KO mice on day 3 after injury (*n* = 5). **F** Relative mRNA expression level of *Myh3* on day 5 after injury (*n* = 5). **G** Representative images of H&E staining of TA muscles isolated from WT or Tet2 KO mice on day 14 or day 28 after injury. Scale bars, 50 μm. **H** Immunofluorescence staining of Laminin of TA muscles isolated from WT or Tet2 KO mice on day 14 or day 28 after injury. Scale bars, 20 µm. **I** Quantification of the cross-section area (CSA) from regenerated myofibers on day 14 and 28 after injury (*n* = 3). **J** Representative images of myonuclear staining of myofibers isolated from WT or Tet2 KO TA muscle before injury or on day 28 after injury. Scale bars, 50 µm. **K** Quantification of myonuclei number per 100 µm in single myofiber on day 28 after injury (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001.

We then induced muscle injury in Tet2 KO mice by CTX injection. The regeneration defects were observed as indicated by hematoxylin and eosin (H&E) staining and decreased number of Myh3+ newly formed myofibers in Tet2 KO mice (Fig. 1B–D). The expression levels of *MyoG* and *Myh3* were downregulated (Fig. 1E and F). The size of myofibers at the injury site was smaller than that in WT 28 days post injury (Fig. 1G–I) and the number of nuclei in each myofiber also decreased in Tet2 KO mice (Fig. 1J and K).

We then generated Pax7CreERT2: Tet2 flox/flox mice, where Tet2 was knocked out specifically in MuSCs by tamoxifen induction (Fig. S2A). Phenocopying the constitutive Tet2 KO, muscle regeneration defects and smaller myofiber size were observed (Fig. S2B–E). These results suggest that Tet2 KO mice display muscle regeneration defects, especially at the late stage of regeneration.

### Tet2 KO myoblasts display myotube fusion defects

We isolated primary myoblasts from Tet2 KO mice for further examination. The number of MuSCs and the proliferation ability of Tet2 KO myoblasts were not affected both in vitro and in vivo (Fig. 2A, B and Fig. S3A–E). We then checked the differentiation ability of Tet2 KO myoblasts. Tet2 KO myoblasts formed thinner myotubes with lower fusion index (Fig. 2C–E). The expression level of muscle atrophy related genes *MAFbx* (*Atrogin 1*) and *Trim63* (*Murf1*) were unchanged, excluding the possibility of muscle atrophy (Fig. S4A and B) These results together suggest a potential fusion defects of Tet2 KO myoblasts.

**Fig. 2:**
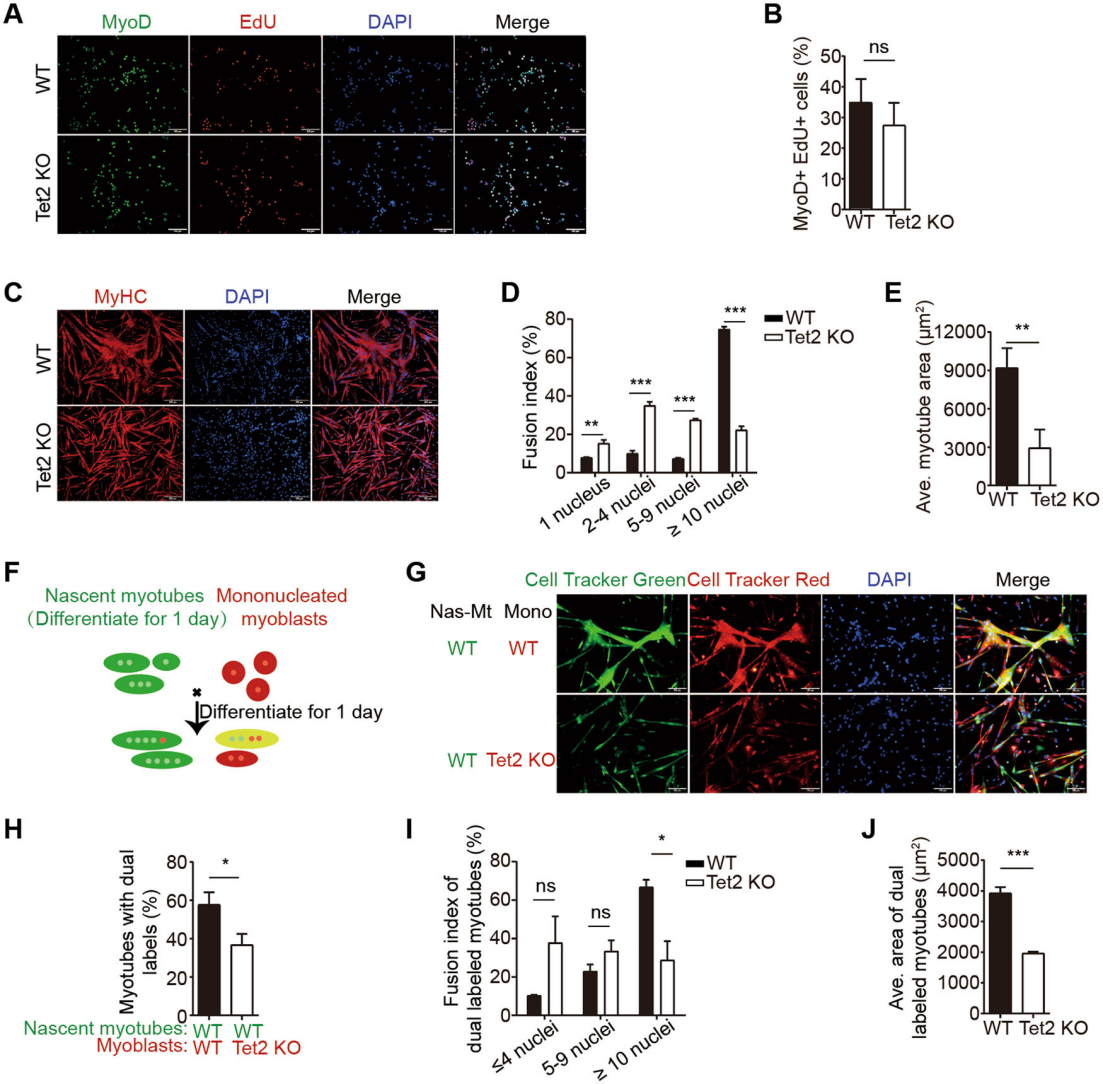
Tet2 KO myoblasts display fusion defects in vitro. **A** Immunofluorescence staining of MyoD and EdU in myoblasts isolated from WT or Tet2 KO mice. Scale bars, 100 µm. **B** Quantification of the percentage of MyoD+ EdU+ myoblasts (*n* = 3). **C** Immunofluorescence staining of MyHC in differentiated myotubes. Scale bars, 200 µm. **D** Quantification of the fusion index in differentiated myotubes (*n* = 3). **E** Quantification of the average area in differentiated myotubes (*n* = 3). **F** Scheme of the second phase fusion assay. **G** Images of the second phase fusion assay results. Scale bars, 100 µm. **H** Quantification of the percentage of the dual labeled myotubes (*n* = 3). **I** Quantification of the fusion index of the dual labeled myotubes (*n* = 3). **J** Quantification of the average areas of dual labeled myotubes (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001.

To further confirm the fusion defects of Tet2 KO myoblasts, second phase fusion assays were performed as described^24,25^. WT myoblasts were differentiated for 1 day and labeled with Cell Tracker Green. The mononucleated myoblasts isolated from either Tet2 KO or WT mice were labeled with Cell Tracker Red and co-cultured with the green WT myotubes (Figs. 2F and S4C). Both the size and the fusion index of myofibers decreased significantly after co-culturing with Tet2 KO myoblasts (Fig. 2G–J). Taken together, these results suggest that Tet2 KO myoblasts displayed fusion defects.

### Muscle differentiation related genes are downregulated in Tet2 KO myoblasts

To further explore the mechanism, we performed mRNA sequencing using myoblasts isolated from Tet2 KO mice. Consistent with the differentiation defects in Tet2 KO mice, muscle cell differentiation, muscle contraction, and other muscle development related titles were enriched in the downregulated genes (Fig. 3A–C). Consistently, genes related to muscle cell differentiation and myotube fusion were all downregulated (Fig. 3D and G); the expression levels of fate determination and proliferation related genes remained to be unchanged (Fig. 3E); and there were some genes upregulated (Fig. 3F). These results combined suggest that Tet2 regulates the expression of muscle differentiation and myotube fusion related genes.

**Fig. 3:**
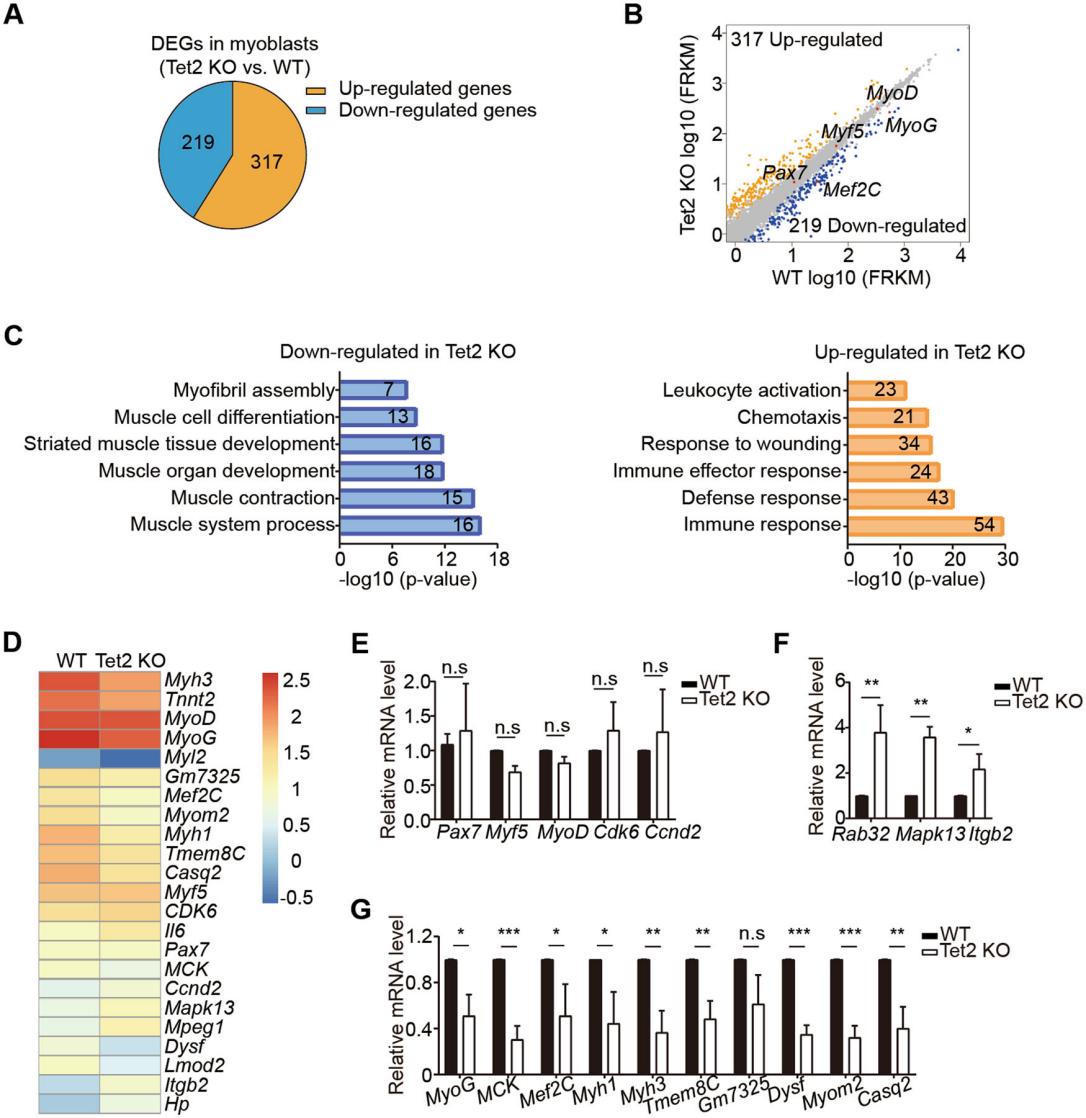
RNA-sequencing analysis of Tet2 KO myoblasts. **A** Pie chart indicated the differentially expressed genes (DEGs) of Tet2 KO myoblasts compared to those of WT myoblasts. **B** Scatter plot indicated the DEGs of Tet2 KO myoblasts compared to those of WT myoblasts. **C** Gene ontology analysis of DEGs in Tet2 KO myoblasts. Numbers within bars indicated the number of genes identified within the corresponding gene ontology categories. **D** Heat map of the expression level of representative genes in myogenesis. **E** Expression levels of the fate determination and proliferation related genes in Tet2 KO myoblasts (*n* = 3). **F** Expression levels of the upregulated genes in Tet2 KO myoblasts (*n* = 3). **G** Expression levels of the differentiation related genes in Tet2 KO myoblasts (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001.

### Muscle differentiation related genes are hypermethylated in Tet2 KO myoblasts

Since Tet2 is an mC dioxygenase to remove DNA methylation, we next examined the DNA methylation status in Tet2 KO myoblasts by the whole-genome methylation sequencing. Every 2000 bp in the genome was defined as a region. There were 8024 regions showing DNA methylation change (Fig. 4A). DNA hypermethylation regions were enriched in gene intron and intergenic regions (Fig. 4B), and related to many muscle differentiation associated genes (Fig. 4C).

**Fig. 4:**
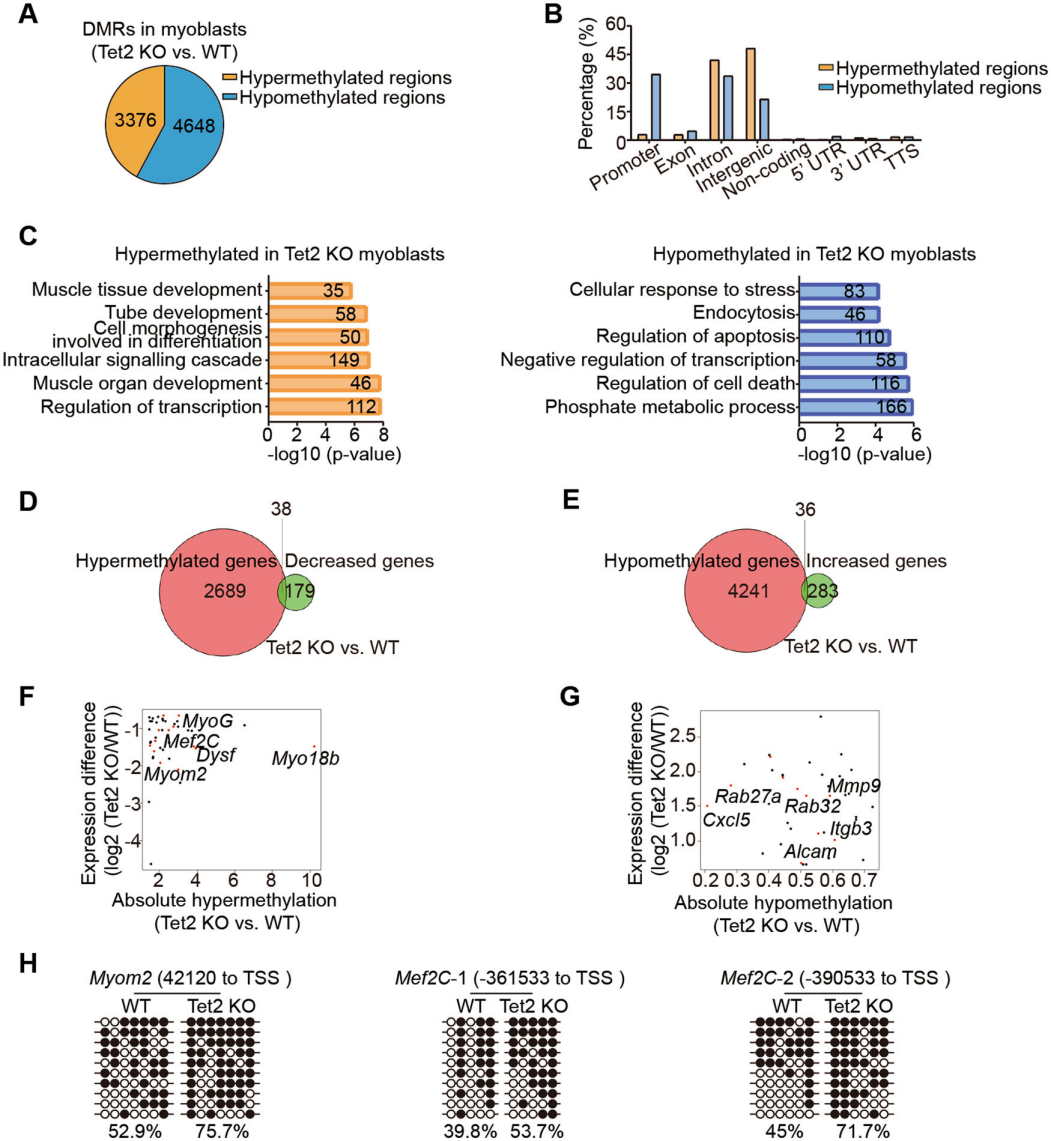
The whole-genome methylation sequencing analysis of Tet2 KO myoblasts. **A** Pie chart indicated the differentially methylated regions (DMRs) of Tet2 KO myoblasts compared to those of WT myoblasts. **B** Distribution of the DMRs at various genomic features. **C** Gene ontology analysis of the DMRs. **D** Venn diagram of the hypermethylated and the downregulated genes in Tet2 KO myoblasts. **E** Venn diagram of the hypomethylated and the upregulated genes in Tet2 KO myoblasts. **F** Scatter plot of the genes hypermethylated and downregulated in Tet2 KO myoblasts. **G** Scatter plot of the genes hypomethylated and upregulated in Tet2 KO myoblasts. **H** The bisulfite sequencing results of *Myom2* and *Mef2C* in WT or Tet2 KO myoblasts. White and black circles indicated hypomethylated and hypermethylated CpG sites, respectively.

We further looked for the overlapping genes with decreased expression level and hypermethylation regions in Tet2 KO myoblasts and found 38 genes (Fig. 4D and F). Genes related to muscle differentiation, myotube fusion, and maturation were enriched (Fig. 4F). There were 36 genes with both increased expression levels and hypomethylation (Fig. 4E and G). The bisulfite sequencing assays for the individual gene were performed to confirm the hypermethylation (Figs. 4H and 5B). These results suggest that Tet2 could directly reduce the methylation level of the muscle differentiation related genes and therefore activate their expression.

**Fig. 5:**
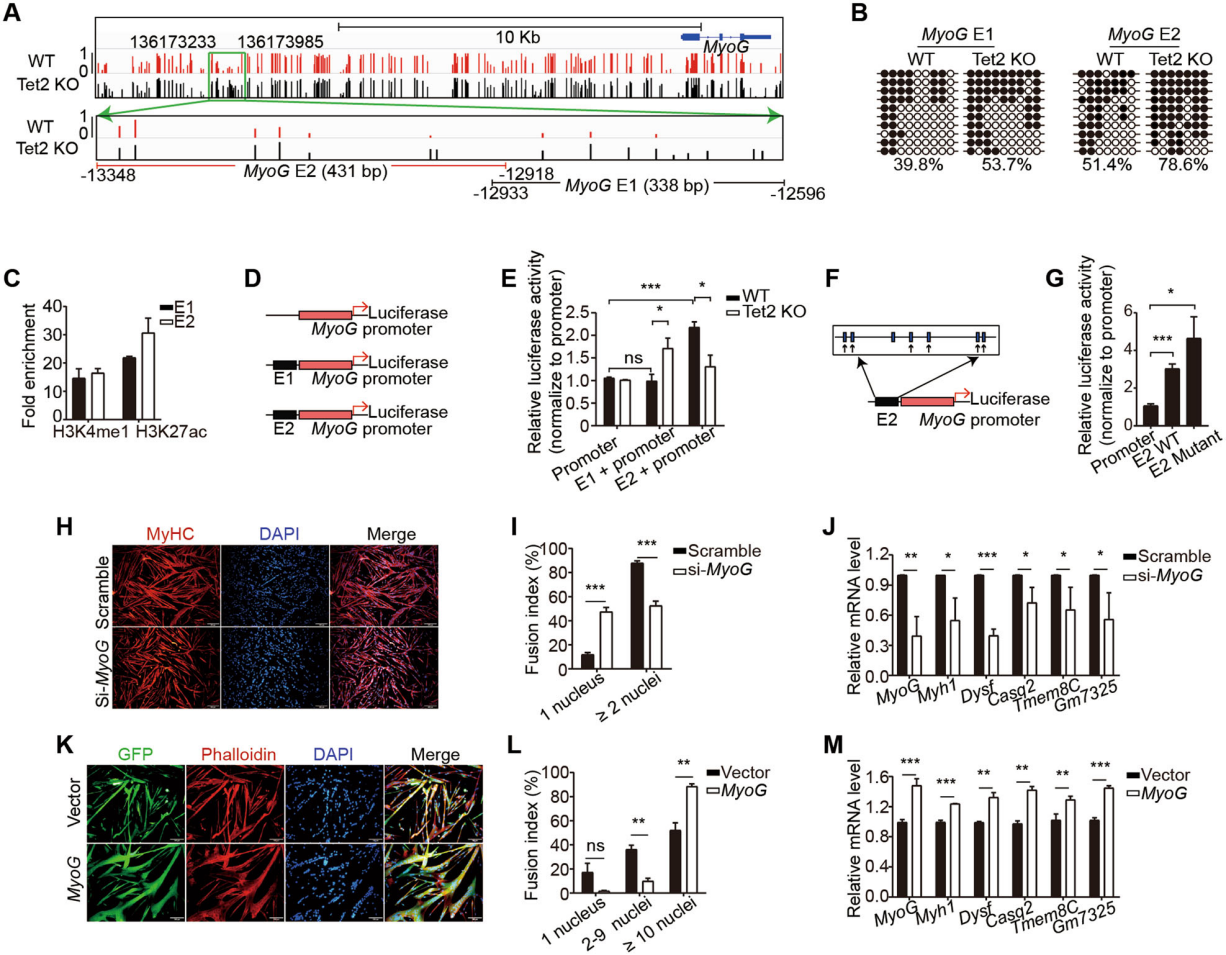
Tet2 targets *MyoG* to facilitate muscle regeneration. **A** Methylation profile of the 5’ upstream region of *MyoG* gene in WT or Tet2 KO myoblasts extracted from genome-wide methylation-seq. **B** Bisulfite sequencing results of E1 and E2 enhancers of *MyoG*. **C** H3K4me1 and H3K27ac levels in E1 and E2 enhancer regions of *MyoG* (*n* = 3). **D** Scheme of the luciferase reporter constructs. **E** Luciferase activity of the E1 or E2 enhancer (*n* = 3). **F** Scheme of the mutated luciferase reporter constructs. Black arrows indicated the mutated CpG sites. **G** Luciferase activity of the E2 enhancer mutant (*n* = 3). **H** Immunofluorescence staining of MyHC in *MyoG* knocked down myotubes. Scale bars, 200 µm. **I** Quantification of the fusion index in *MyoG* knocked down myotubes (n = 3). **J** Relative mRNA expression levels of differentiation related genes in *MyoG* knocked down myotubes (*n* = 3). **K** Immunofluorescence staining of GFP and Phalloidin in *MyoG* over-expressing myotubes. Scale bars, 100 µm. **L** Quantification of the fusion index in *MyoG* over-expressing myotubes (*n* = 3). **M** Relative mRNA expression levels of differentiation related genes in *MyoG* over-expressing myotubes (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001.

### Tet2 activates *MyoG* expression by reducing the methylation level of E2 enhancer

*MyoG*, a key myogenic regulator was among the above 38 genes. There was a 753 bp hypermethylation region located −13348 ~ −12596 upstream of *MyoG* transcription starting site (TSS) (Fig. 5A). There were 13 CpG sites within the 753 bp DNA fragment (Fig. 5A). We divided the 753 bp DNA fragment into 2 smaller fragments for further analysis. One 338 bp fragment spanned −12596 ~ −12933 bp region was named E1; the other 431 bp fragment spanned −12918 ~ −13348 bp region was named E2 (Fig. 5A). Both E1 and E2 were hypermethylated in Tet2 KO myoblasts (Fig. 5B). Chromatin immunoprecipitation (ChIP) assays were performed to survey the histone marks marking the active enhancer. H3K4me1 and H3K27ac were enriched at both E1 and E2 (Fig. 5C), suggesting them to be enhancers for *MyoG*. E1 or E2 was inserted directly upstream of the *MyoG* promoter to drive the expression of luciferase (Fig. 5D). The constructs were transfected to the primary myoblasts isolated from WT or Tet2 KO mice. In the WT myoblasts, E2 enhancer activated *MyoG* transcription, while E1 enhancer barely worked (Fig. 5E). When the same construct was transfected to the primary Tet2 KO myoblasts, the activation of E2 enhancer was diminished (Fig. 5E). The Cs in E2 enhancer were randomly mutated to non-C nucleotides to abolish its ability to be methylated (Fig. 5F). The non-methylation mutant E2 enhancer showed higher transcription activation ability (Fig. 5G). These results together suggest that methylation of E2 enhancer by Tet2 down-regulates *MyoG* transcription activity.

To confirm that *MyoG* is the major target of Tet2, *MyoG* expression was knocked down in WT primary myoblasts (Fig. S5A and B). Similar to Tet2 KO myoblasts, the fusion index of *MyoG* knocked-down cells decreased after differentiation (Fig. 5H and I). The expression of the similar set of genes was downregulated both in Tet2 KO cells and in *MyoG* knocked-down cells (Fig. 5J). When *MyoG* was re-expressed in Tet2 KO myoblasts (Fig. S5C), the fusion defect and the expression of the fusion related genes were rescued (Fig. 5K–M)), suggesting that *MyoG* is the key target of Tet2 in muscle cells.

### Tet2 mediated DNA demethylation increases MyoD binding affinity at the neighboring E boxes

We next set out further mechanism exploration. 

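ATAC-seq maps open chromatin with the transposase Tn5, which cuts accessible DNA and adds sequencing adapters to it. A peak is a stretch of the genome where the sequenced fragments pile up above the local background. Primary myoblasts of 2 WT and 2 Tet2 KO samples were profiled, with 5000 cells per library and, by the sample labels, 3 days in culture. The 150 bp paired-end reads were trimmed to 36 bp, aligned to mm9, kept at a mapping quality of at least 30, stripped of duplicates, and peaks were called in each sample with MACS2. The values below come from 1 peak list per genotype, which was matched to its genotype by the peak totals of Fig. 6A. The peak names of each list carry 1 prefix, which no sample label gives. Whether a list comes from 1 sample or from both samples of its genotype is thus not known. The reads behind a list are called its library here. There is no replicate of a peak list, so no difference between the genotypes was tested. The intervals given are Wilson 95% intervals that cover counting error only. The WT list holds 25775 peaks with numbers up to 35482, and the Tet2 KO list 3836 peaks with numbers up to 8239. MACS2 numbers the peaks it calls along the genome, so 9707 WT numbers and 4403 Tet2 KO numbers are skipped, and each list is a part of the peaks called in its library. The score in the WT list is 10 times the -log10 q of the peak, rounded down, in 25774 peaks, and the smallest -log10 q is 2.18. In the Tet2 KO list the score is 10 times the -log10 p in all 3836 peaks, the smallest -log10 p is 4.01, and 55 peaks have a -log10 q under 2. The fold enrichment and -log10 p of a summit together give the counts at the summit and in the background, which were recovered for 100% of the peaks of both lists. The methods give paired-end peak calling, so each unit counted is called a fragment here. The lists do not state the unit. The smallest peak width was 100 bp in WT and 106 bp in Tet2 KO. The highest count on the mitochondrial chromosome was 200 and 212. These values could also come from single reads extended to 1 fixed length, so a fragment may stand for a single read. The genome-wide background was 0.649 fragments per position in the WT library and 1.38 in the Tet2 KO library, a ratio of 2.13. By this measure the Tet2 KO library had the higher total fragment coverage of the pair, if both were counted alike. The median peak was 212 bp wide in the WT list and 198 bp wide in the Tet2 KO list. At Tet2 itself (chromosome 3, 133126643 to 133207354, minus strand), from 10000 bp upstream of the start to the end of the gene, 3 peaks were listed in WT and 0 in Tet2 KO. The WT peaks lay in an intron, at the promoter and upstream of the gene. Exon 3, which was deleted in the mice, had 0 peaks in both lists, so these counts do not bear on the deletion.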

ATAC-sequencing analysis was performed with myoblasts isolated from Tet2 KO or WT mice. 

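The WT peaks covered 5.97 Mb and the Tet2 KO peaks 0.847 Mb, at a mean peak width of 232 and 221 bp. The ratio of WT to Tet2 KO peak number was 6.72. The excess of WT peaks was found on each of the 20 chromosomes compared (the autosomes and X), with ratios between 5.27 and 9.24. Of the Tet2 KO peaks, 3712 (96.8%, interval 96.2 to 97.3%) overlapped a WT peak by at least 1 bp. In 1000 random placements of the Tet2 KO peaks within their chromosomes, at most 0.938% did. Of the WT peaks, 3633 (14.1%, interval 13.7 to 14.5%) overlapped a Tet2 KO peak and 22142 did not. The fold enrichment is the value the authors' peak caller gave each peak, and it is used here to rank peaks within a list. With the WT peaks ranked into 5 groups of 5155, the share with a Tet2 KO peak was 1.75% in the weakest group and 41.9% in the strongest. The setting that moved the ratio most was a -log10 q of at least 10 in both lists, at which it was 27.7. Stricter limits removed more of the Tet2 KO peaks, whose median -log10 q was 5.49 against 10.6 in WT. The Tet2 KO library also has the higher genome-wide background, and how much this adds was not tested. The largest move down was to 4.31, from the highest peak number of each list.

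**Figure D1:**
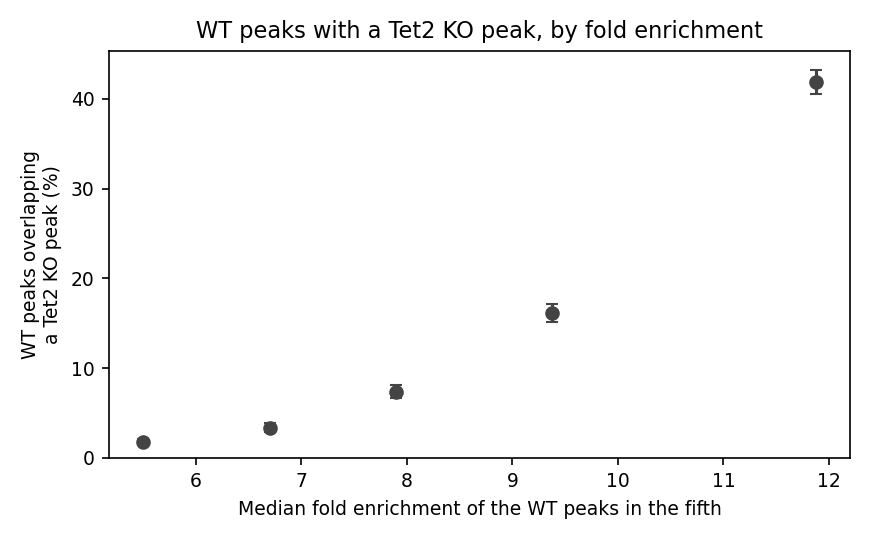
Share of WT peaks that overlap a Tet2 KO peak (vertical axis, percent) against the median fold enrichment of the WT peaks (horizontal axis), in 5 groups of 5155 peaks ranked by fold enrichment. Points are shares and bars are Wilson 95% intervals, and the share rises from 1.75% to 41.9%.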

The number of peaks decreased over 6 folds in Tet2 KO myoblasts, suggesting a significant decrease of chromatin accessibility with the absence of Tet2. 

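Each peak was assigned to a genomic feature at its centre with the GENCODE annotation of mm9. A promoter was taken as 1000 bp upstream to 100 bp downstream of a transcription start. In WT, 7046 of 25775 peaks lay at promoters (27.3%, interval 26.8 to 27.9%), 9348 in introns (36.3%) and 8517 in intergenic sequence (33.0%). In Tet2 KO, 1666 of 3836 peaks lay at promoters (43.4%, interval 41.9 to 45.0%), 1051 in introns (27.4%) and 1026 in intergenic sequence (26.7%). Introns and intergenic sequence together, which hold the distal peaks, took 69.3% of the WT peaks (interval 68.7 to 69.9%) and 54.1% of the Tet2 KO peaks (interval 52.6 to 55.7%). There were 8.60 distal WT peaks for each distal Tet2 KO peak, and 4.23 at promoters. A Tet2 KO peak overlapped 22.5% of the WT promoter peaks (interval 21.5 to 23.5%) and 11.0% of the WT distal peaks (interval 10.5 to 11.4%). When the distal peaks were weighted to the fold enrichment of the promoter peaks, their share was 12.7%. Widening the promoter to 3000 bp on either side moved the promoter shares most, to 37.8% in WT and 51.9% in Tet2 KO.

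**Figure D2:**
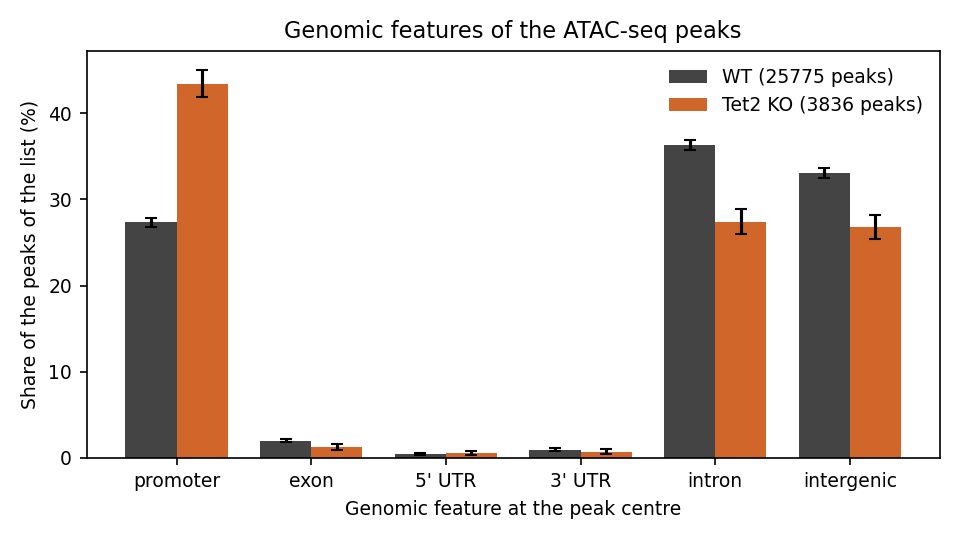
Share of the peaks of each list (vertical axis, percent) by genomic feature at the peak centre, in WT and Tet2 KO myoblasts. Bars are shares and lines are Wilson 95% intervals, and promoters take 27.3% of the WT and 43.4% of the Tet2 KO peaks.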

The distribution of peaks was also changed in Tet2 KO myoblasts, especially at the enhancer region (Fig. 6A), suggesting the Tet2 dependent chromatin accessibility at the enhancer region. Consistently, the genes related to muscle cell differentiation also showed reduced chromatin accessibility in Tet2 KO myoblasts (Fig. S6A). 

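Peaks were counted from 10000 bp upstream of the start to the end of 15 genes of muscle differentiation and fusion that the paper names in Fig. 3D and 3G. The WT list had 27 peaks at 13 of these genes, and the Tet2 KO list 2 peaks at 2 of them, a ratio of 13.5. The Tet2 KO peaks lay at the promoter of Myod1 (chromosome 7, 53631699 to 53631869) and in an exon of Myom2 (chromosome 8, 15072933 to 15073177). Both overlapped a WT peak. The other 25 WT peaks had no Tet2 KO peak. They were 4 at Dysf, 3 each at Myh3, Tnnt2, Tmem8c (Mymk) and Myo18b, 2 each at Ckm and Myom2, and 1 each at MyoG, Mef2c, Myh1, Casq2 and Lmod2. No peak of either list was found at Myl2 or Gm7325 (Mymx). Thus 2 of 27 WT peaks at these genes overlapped a Tet2 KO peak (7.41%, interval 2.06 to 23.4%). Random sets of 27 WT peaks matched on -log10 q kept 3.63 on average, and 95% of 10000 sets kept between 1 and 7, which places these genes at percentile 14.4 of the sets. The 11 genes that the paper names as upregulated had 9 WT peaks and 1 Tet2 KO peak, at Alcam. The WT peaks were 2 each at Alcam and Itgb3, and 1 each at Il6, Mapk13, Itgb2, Cxcl5 and Mmp9. With the window limited to the promoter, the ratio at the genes of muscle differentiation was 7. From the changed distribution of peaks, the paper proposes that chromatin accessibility at the enhancer region depends on Tet2 (Fig. 6A).

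**Figure D3:**
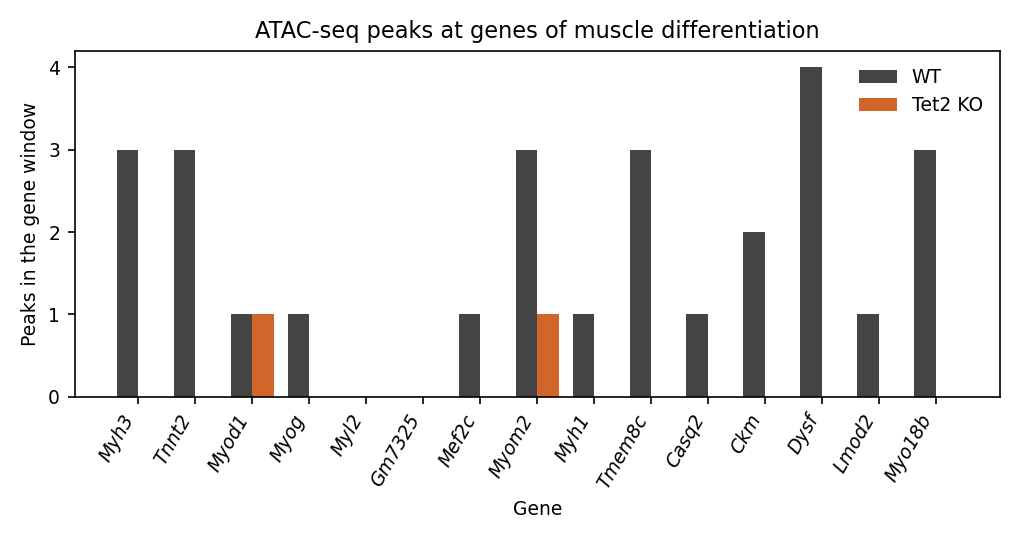
Number of ATAC-seq peaks (vertical axis) from 10000 bp upstream of the start to the end of each of 15 genes of muscle differentiation (horizontal axis), in the WT and Tet2 KO lists. WT has 27 peaks in all, and Tet2 KO has 2, at Myod1 and Myom2.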

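MyoG lies on chromosome 1 of mm9 from 136186581 to 136189124, plus strand, with its transcription start at the first of these positions. The E1 and E2 fragments span -13348 to -12596 bp from that start, in intergenic sequence. No WT peak and no Tet2 KO peak was listed there, or within 1000 bp of it. The nearest WT peaks were at 136141680 to 136142185, 31047 bp away, and at 136186227 to 136186501, 12241 bp away. The second of these lies at the MyoG promoter, from -354 to -80 bp of the transcription start, with a summit of 22 fragments, a fold enrichment of 8.01 and a -log10 q of 13.4. The WT list skips 1 peak number between this pair of peaks, so a further peak was called somewhere in the 44041 bp that separate them and is not in the list. The nearest Tet2 KO peaks were 177310 and 55485 bp away, and none was listed at the MyoG promoter. The Tet2 KO list also skips 1 peak number, in the 233548 bp between them, which include the promoter, E1 and E2. A Tet2 KO peak called at any of these and not listed is therefore not excluded. The promoter peak of WT is of middle strength, with 51.6% of the WT peaks under its fold enrichment. Of 1726 WT promoter peaks within 10% of its fold enrichment, 87.7% had no listed Tet2 KO peak. The lists hold called peaks only, and the signal between them is not analysed here.

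**Figure D4:**
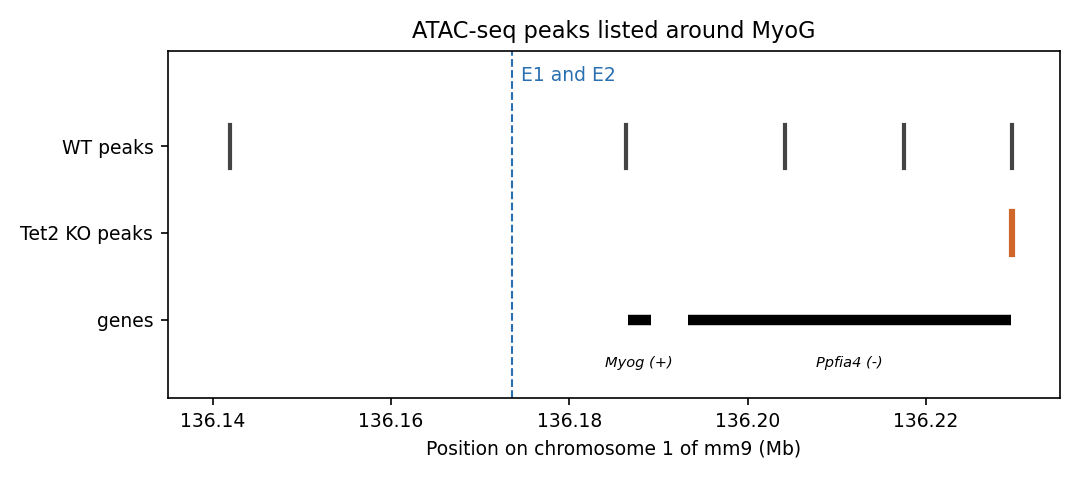
Position on chromosome 1 of mm9 (horizontal axis, Mb) of the peaks in the WT and Tet2 KO lists and of the genes around MyoG, each peak marked by a line at its centre. The dashed line marks E1 and E2, which has no listed peak in either list, and WT has a listed peak at the MyoG promoter where Tet2 KO has none. Each list skips 1 peak number in the interval around E1 and E2, so called peaks that are not listed are not drawn.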

The chromatin accessibility decreased dramatically around the E2 enhancer hypermethylation region (Fig. 6B). In addition to the general decrease of chromatin accessibility in Tet2 KO myoblasts (Fig. S6B), some major peaks around the hypermethylated CpG sites were almost completely lost in E2 enhancer in Tet2 KO myoblasts (Fig. 6B, black arrows), suggesting that the chromatin accessibility at E2 enhancer is more sensitive to DNA hypermethylation. Furthermore, the levels of H3K4me1 and H3K27ac were downregulated at E2 enhancer in Tet2 KO myoblasts (Fig. 6C). 

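Across the genome, 85.9% of the WT peaks had no overlapping Tet2 KO peak. Tet2 KO numbers that are skipped in the list stand for 4403 further called peaks. If each of these had overlapped a different WT peak, 68.8% of the WT peaks would still be without one. The E2 fragment spans -13348 to -12918 bp from the MyoG transcription start and ends at 136173663 on chromosome 1 of mm9, in intergenic sequence. Its 431 bp in the reference are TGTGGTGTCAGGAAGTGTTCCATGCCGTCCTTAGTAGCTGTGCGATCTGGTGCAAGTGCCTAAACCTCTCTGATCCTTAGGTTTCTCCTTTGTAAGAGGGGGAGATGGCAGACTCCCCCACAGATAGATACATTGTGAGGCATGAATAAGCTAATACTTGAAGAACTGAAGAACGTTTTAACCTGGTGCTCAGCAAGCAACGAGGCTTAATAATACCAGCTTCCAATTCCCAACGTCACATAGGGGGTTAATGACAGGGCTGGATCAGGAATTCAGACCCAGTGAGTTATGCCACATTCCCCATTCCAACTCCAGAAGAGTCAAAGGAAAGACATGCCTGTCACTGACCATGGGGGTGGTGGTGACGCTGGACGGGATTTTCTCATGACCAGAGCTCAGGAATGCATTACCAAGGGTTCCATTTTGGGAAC. It holds 7 CpG sites, at positions 26, 43, 174, 201, 234, 366 and 373 counted from 1 at its first base, and has a GC content of 48.5%. The overlapping E1 fragment, which begins at 136173648, holds 9 CpG sites. Of the sites that Fig. 6D marks in E2, AGTAGCTG lies at 136173265 to 136173272, with 2 bases between it and the nearest CpG. CAGCAAGC lies at 136173423 to 136173430, also with 2 bases in between, and CAGCTTCC at 136173449 to 136173456, with 9. None of these sites holds the E box pattern CANNTG, where N is any base. E2 as a whole holds 1 CANNTG, outside these sites, and 0 CAGCTG. With 0 peaks listed in E2 in either genotype, the loss at E2 has no value in the peak lists to set beside the loss across the genome. The tracks of Fig. 6B and Fig. S6B are not used here.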

Taken together, these results suggest that the increased DNA methylation at the enhancer region leads to reduced chromatin accessibility, decreased level of active histone marks, and declined transcription activity of *MyoG*.

**Fig. 6:**
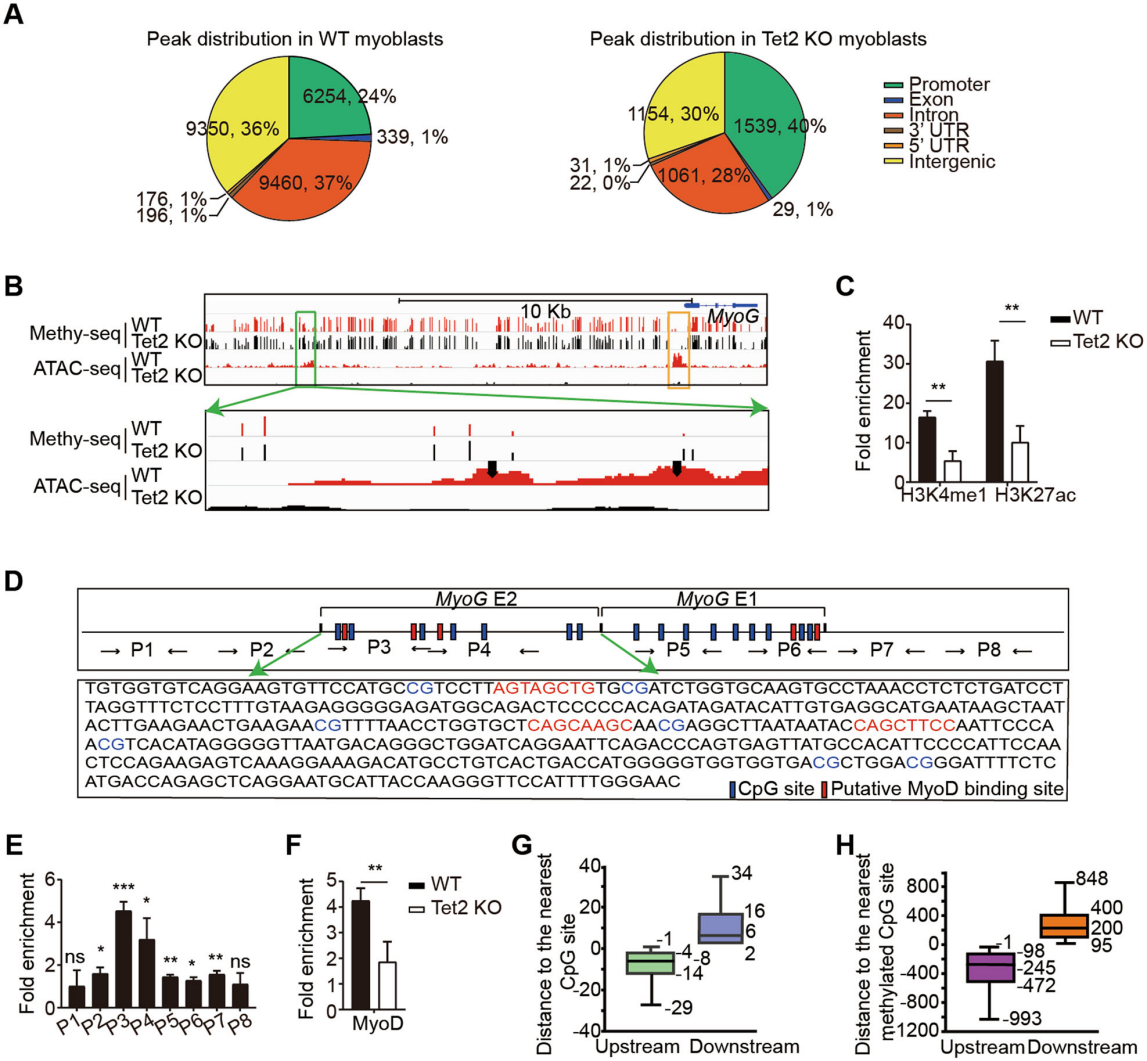
Tet2 regulates chromatin accessibility and MyoD binding in the E2 enhancer of *MyoG*. **A** Pie chart of ATAC-seq analysis. **B** Methylation and chromatin accessibility profile of the 5′ upstream region of *MyoG* gene in WT or Tet2 KO myoblasts extracted from the genome-wide methylation-seq and ATAC-seq. The black arrows indicated the major chromatin accessibility peaks absent in Tet2 KO myoblasts. **C** The H3K4me1 and H3K27ac levels on E2 enhancer of *MyoG* gene in Tet2 KO myoblasts (*n* = 3). **D** Structure of the *MyoG* enhancer region. **E** MyoD binding profile in *MyoG* enhancer region (*n* = 3). **F** The level of MyoD recruitment on E2 enhancer in Tet2 KO myoblasts (*n* = 3). **G** The distance of CpG sites to E boxes bound by MyoD regardless of methylation status. **H** The distance of methylated CpG sites to E boxes bound by MyoD. *p < 0.05, **p < 0.01, ***p < 0.001.

*MyoD* is the key transcription factor activating the transcription of *MyoG* and inducing chromatin accessibility changes^12,26^. We then investigated the link between MyoD binding and Tet2. By sequencing analysis, we found 3 putative MyoD recognition sites at E2 enhancer (Fig. 6D). Interestingly, CpG sites were found within 10 bp of the putative MyoD recognition sites (Fig. 6D). The recruitment of MyoD on E2 enhancer was surveyed by ChIP assays with a series of primers spanning the enhancer region (Fig. 6E). The binding of MyoD at E2 enhancer was reduced in Tet2 KO myoblasts (Fig. 6F), suggesting that the hypermethylation at the neighboring CpG sites represses MyoD binding.

We then performed bioinformatic analysis to identify the pattern of the methylation at the flanking CpG sites and MyoD binding in the whole-genome. By analyzing the MyoD ChIP-seq data in myoblasts collected in both ENCODE and GEO (GEO number: GSM915186), we found that CpG sites, regardless of the methylation status, were located about 6–8 bp upstream or downstream of E boxes bound by MyoD (Fig. 6G). In sharp contrast, the methylated CpG sites were located 200–245 bp away from the E boxes bound by MyoD (Fig. 6H), suggesting the loss of MyoD binding on sites with nearby methylated CpG sites.

We further surveyed the consensus sequence of E boxes in WT and Tet2 KO myoblasts. The top consensus sequence of MyoD in WT and Tet2 KO hypermethylation regions was the canonical CAGCTG sequence (Fig. S7). Some of the less prominent consensus sequences were absent in the hypermethylated regions, such as GGGAAR, CACACA, and AKAAAH (Fig. S7), suggesting that MyoD binding on these motifs are repressed by the neighboring CpG methylation. In contrast, some motifs like TTTAWW, CTGTGK, and CAGRTG were only present in the hypermethylated region, suggesting that the methylation of the flanking CpG sites improve MyoD binding. These results together suggest that the binding affinity of MyoD on E boxes is regulated by the methylation level of the neighboring CpG sites in a sequence dependent manner.

### Tet2 specifically promotes myoblast differentiation

All 3 isoforms of Tet dioxygenases were upregulated during muscle regeneration process (Fig. 7A). We then explored whether the promotion of myogenesis is a common function of all Tet dioxygenases. ChIP assays were performed in myoblast to survey the binding of Tet1, Tet2, and Tet3 on E2. To avoid the variation caused by different antibodies, HA tag was knocked in at the C terminus of Tet1, Tet2, or Tet3 mice, and the primary myoblasts were isolated. Surprisingly, only Tet2, but not Tet1 and Tet3, was enriched at the E2 enhancer (Fig. 7B), suggesting that Tet2 is specifically recruited to the E2 enhancer.

**Fig. 7:**
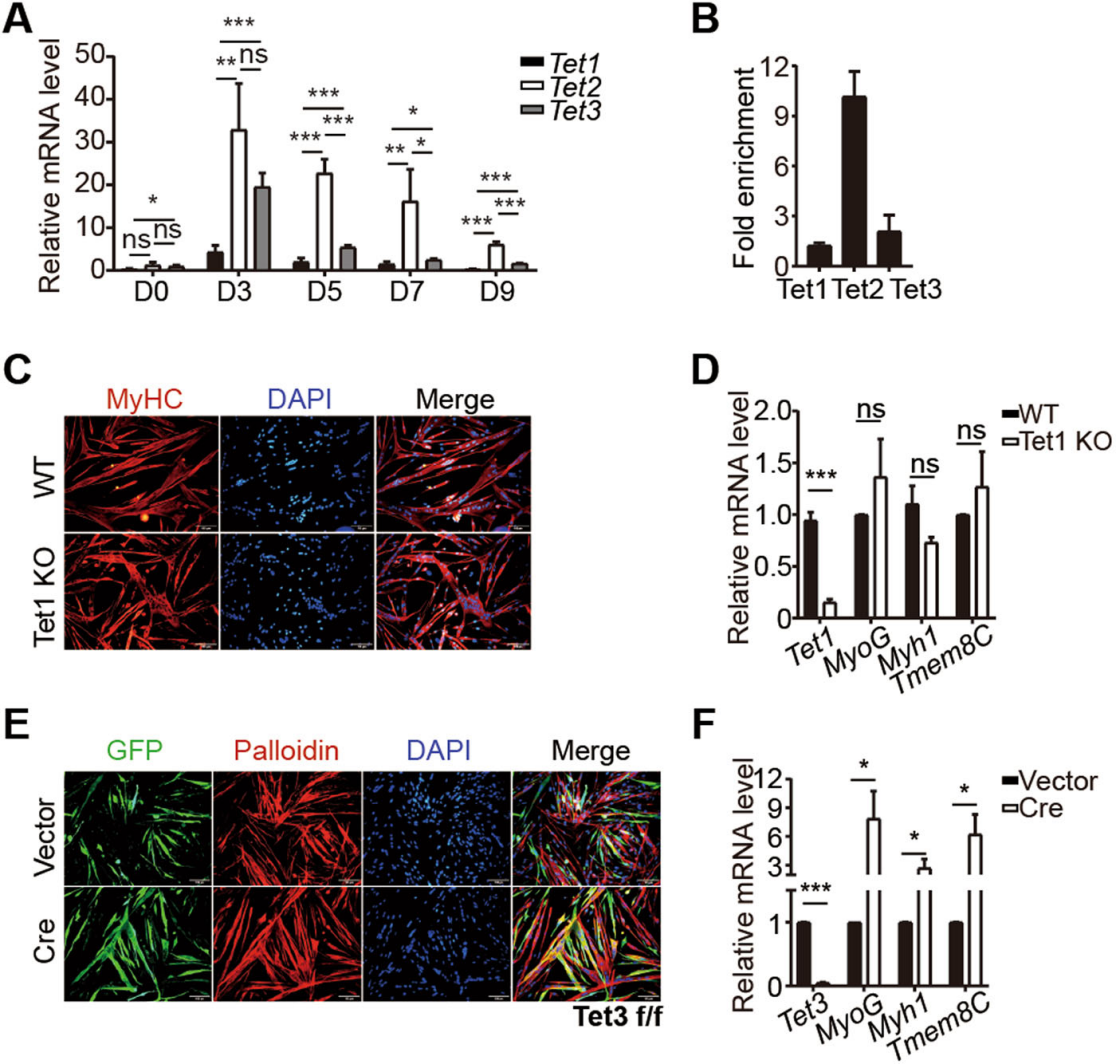
Tet2, but not Tet1 and Tet3, specifically promotes myogenesis. **A** The relative expression levels of *Tet1*, *Tet2*, and *Tet3* during muscle regeneration (*n* = 3). **B** Tet2 recruitment on E2 enhancer (*n* = 3). Myoblasts were isolated from Tet1-HA, Tet2-HA, Tet3-HA mice, respectively. ChIP-qPCR assays were performed using anti-HA. **C** Immunofluorescence staining of MyHC in Tet1 KO myotubes. Scale bars, 100 µm. **D** Relative mRNA expression level of *Tet1*, *MyoG*, *Myh1*, *Tmem8C* in Tet1 KO myoblasts (*n* = 3). **E** Immunofluorescence staining of GFP and Phalloidin in Tet3 KO myotubes. Scale bars, 100 µm. **F** Relative mRNA expression level of *Tet3*, *MyoG*, *Myh1*, *Tmem8C* in Tet3 KO myoblasts (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001.

Differentiation ability of myoblasts isolated from Tet1 KO mice was checked. In contrast to Tet2 KO, these cells differentiated normally and the expression of differentiation related genes remained unchanged (Fig. 7C and D). Tet3 KO mice are embryonic lethal^27^. We isolated myoblasts from Tet3 flox/flox mice and infected them with adenovirus encoding Cre recombinases to knock out Tet3 (Fig. 7E). Unexpected, the Tet3 KO myoblasts showed enhanced differentiation ability and the differentiation related genes were upregulated (Fig. 7E and F). These results suggest that Tet2 regulates *MyoG* transcription specifically and each Tet enzyme plays unique roles during skeletal muscle regeneration.

## Discussion

The functions of the active demethylation in muscle regeneration in vivo have not been fully characterized. Here we report that Tet2 DNA dioxygenase, but not Tet1 and Tet3, specifically demethylates the CpG sites at the close approximation to E boxes to enhance MyoD binding and further facilitates the chromatin accessibility and recruitment of active histone modifications at the *MyoG* enhancer to regulate muscle regeneration.

The transcription activity of *MyoG* has been implicated to show close ties with the DNA methylation level^21,23^. Tet2 has been shown to play an important role in regulating C2C12 differentiation^23,28,29^. Here we further show that Tet2, but not Tet1 and Tet3, specifically binds *MyoG* enhancer to activate *MyoG* transcription, further emphasizing the importance of Tet2 in myogenesis. Compared to Tet1 and Tet3, Tet2 lacks the CXXC domain^17^. CXXC domain has been suggested to direct Tet binding specificity^30,31^. The CXXC domain interaction achieved by protein-protein interactions between Tets and other proteins may attribute to the specific binding of each individual Tet isoform.

*MyoD* is considered to be the “master transcription factor” and a pioneer factor to determine the muscle lineage^6,7,32^. ChIP-seq results reveal that there are thousands of constitutive MyoD binding irrelevant to transcription activation and muscle differentiation^33^. The specific activation of differentiation related genes by MyoD may require further regulation. Here we found that the demethylation of the flanking CpG sites within 100 bp to E boxes increases the MyoD binding affinity. Our findings suggest that the methylation of the flanking region of the DNA elements is also the key element to regulate transcription factor binding affinity.

## Materials and methods

### Animals

Housing, mating and all experimental protocols for mice used in this study were performed in accordance with the guidelines established by the Institutional Animal Care and Use Committee in Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences. C57BL/6 were obtained from SLRC Laboratory Animal. Tet2 KO, Tet2 flox/flox, Tet1 KO, Tet3 flox/flox, Tet3-HA mice were kindly provided by Dr. Guoliang Xu (Shanghai Institute of Biochemistry and Cell Biology, CAS). Tet1-HA and Tet2-HA tagged mice was kindly provided by Dr. Jingsong Li (Shanghai Institute of Biochemistry and Cell Biology, CAS). Pax7 CreERT2 mice were purchased from Jackson Laboratory (JAX, stock #017763). Tet2 flox/flox mice were crossed with Pax7 CreERT2 mice to generate Pax7 CreERT2; Tet2 flox/flox mice. If not stated differently, 8–10-week-old male mice were used for all experiments.

Conditional knockout was induced by tamoxifen (Sigma) injection as described previously^34^. In brief, 10 mg/ml tamoxifen (Sigma) suspended in corn oil (Sigma) was injected intraperitoneally into 6-week-old Pax7-CreERT2: Tet2 flox/flox mice for 5 consecutive days at a dose of 100 mg/kg body weight per day. Littermates of the same genotype were injected with corn oil as a vehicle control.

### Antibodies

Antibodies used for flow cytometry were AF700-anti-mouse Sca-1 (Thermo, 56-5981-82), PerCP/Cy5.5-anti-mouse CD11b (BD Biosciences, 550933), PerCP/Cy5.5-anti-mouse CD31 (BD Biosciences, 562861), PerCP/Cy5.5-anti-mouse CD45 (BD Biosciences, 550944), FITC anti-mouse CD34 (BD Biosciences, 553733), APC-anti-Integrin a7+ (R&D, FAB3518A).

Antibodies used for western blots were Myogenin (F50D) (Santa Cruz, SC-12732), Flag-Tag (3B9) mAb (Abmart, M20008), GAPDH (14C10) Rabbit mAb (Cell Signaling, #2118), Goat anti-mouse IgG-HRP (Santa Cruz, SC-2005), Goat anti-rabbit IgG-HRP (Santa Cruz, SC-2004).

Antibodies used for immunofluorescence staining were anti-MyoD (Santa Cruz, sc-377460), anti-Pax7 (DHSB, RRID:AB_528428), anti-Myh3 (DHSB, F1.625), anti-MyHC (Millipore, 05-716), anti-Laminin (Abcam, ab11575), anti-GFP (Aves Labs, GFP-1010).

Antibodies used for ChIP assays were anti-H3K4me1 (Abcam, ab8895), anti-H3K27ac (Abcam, ab4729), HA antibody (generated by our lab), mouse IgG (Abmart, B30010M), rabbit IgG (Abmart, B30011M).

### Cardiotoxin (CTX) injection

Muscle injury was induced by intramuscular injections of CTX (Sigma-Aldrich, C3987) into TA muscle as previously described)^34,35^. Each mouse was injected with 100 μl 10 μM CTX using 28-gauge needle at multiple injection sites in TA muscle. Mice were put under suction anesthesia with isoflurane during injection.

### C2C12 cell culture

C2C12 cells were cultured at 37 °C with 5% CO_2_ in Dulbecco’s modified eagle’s medium (DMEM, Invitrogen) supplemented with 10% fetal bovine serum (FBS, Hyclone) and 100U/ml penicillin/streptomycin (Invitrogen, 15140-122).

### Primary myoblasts isolation, expansion, and differentiation

Primary myoblasts were isolated as previously described^35^. Briefly, dissected TA muscles were digested with 10 ml muscle digestion buffer (DMEM containing 1% penicillin/streptomycin, 0.125 mg/ml Dispase II (Roche, 04942078001), and 10 mg/ml Collagenase D (Roche, 11088866001)) for 90 min at 37 °C. The digestion was stopped by adding 2 ml of FBS. The digested cells were filtered through 70 μm strainers. Red blood cells were lysed by 7 ml RBC lysis buffer (0.802% NH_4_Cl, 0.084% NaHCO_3_, 0.037% EDTA in ddH_2_O, pH7.2–7.4) for 30 s, then filter through 40 μm strainers. After staining with antibody cocktails (AF700-anti-mouse Sca-1, PerCP/Cy5.5-anti-mouse CD11b, PerCP/Cy5.5-anti-mouse CD31, PerCP/Cy5.5-anti-mouse CD45, FITC anti-mouse CD34, APC-anti-mIntegrin a7+), the mononuclear cells were subjected for FACS analysis using Influx (BD Biosciences). The population of PI-CD45-CD11b-CD31-Sca1- CD34+ Integrin a7+ cells was collected.

Primary myoblasts were cultured on 0.5 mg/ml Type I collagen (Corning, 354249) coated dish as described previously^35^ and differentiated in differentiation medium (DMEM containing 2% horse serum (Hyclone, SH30074.03) and 100 μ/ml penicillin/streptomycin (Hyclone, SV30010)) for 48 h.

### Myofiber isolation

Myofibers were isolated as described previously^36^. Briefly, TA muscles (uninjured and injured for 28 days) were isolated from tendon to tendon. The isolated TA was digested in DMEM medium (Gibco, 11965118) contain 0.2% collagenase D (Roche, 11088866001) for 90 min to disassociate myofibers. The digested muscle tissues were triturate three times with a wide bore 5 ml pipet. Sit at room temperature for 5 min to allow fibers to settle down. Remove the supernatant and wash the myofibers with pre-warmed DMEM medium twice. Pick out single fibers with wide bore yellow tips and transfer directly to 4% paraformaldehyde to fix for 20 min.

### Immunofluorescence staining

TA muscle samples were embedded in OCT (Thermo Fisher Scientific, 6506), and frozen in liquid nitrogen for 20 s then cut for 8–10 μm thick cryosections. Cultured cells or cryosections were fixed in 4% paraformaldehyde for 20 min at room temperature and washed 3 times with PBS. Samples were permeabilized with 0.5% Triton X-100 for 15 min, and blocked in 3% goat serum (Gibico, 16210072) for 60 min at room temperature. The samples were incubated in primary antibody for overnight followed by 3 washes with PBS. They were then incubated in fluorescent labeled secondary antibody followed by 3 washes with PBS and DAPI(0.5 μg/ml) (Invitrogen, D3571) staining. The mounted slides were visualized by BX53 microscope (Olympus).

Pax7 immunofluorescent staining was carried out as described previously^34,35^. Briefly, the cryosections were permeabilized with pre-chilled methanol for 6 min at −20 °C and blocked with M.O.M. Blocking Reagent (Vector, MKB-2213) for 2 h. The primary and secondary antibody incubation steps were the same as described above.

### EdU labeling

Primary myoblasts were labeled with 10 μM EdU for 2 h at 37 °C followed by fixation with 4% paraformaldehyde, permeabilized with 0.5% Triton X-100, then reacted with Click-iT reaction cocktail (Invitrogen, C10338) and counterstained with Hoechst 33342 (Sigma, B2261). 50 μg/g body weight EdU (Sigma, 900584) was injected intraperitoneally for two consecutive days before sacrifice. EdU staining was performed with Click-iT EdU Cell Proliferation Assay kit (Invitrogen, C10338).

### Cell fusion experiment

Cell fusion was measured as previously described^24,25^. MuSCs were differentiated for 24 h in differentiation medium (DMEM containing 2% horse serum and 100 μ/ml penicillin/streptomycin). The nascent myotubes were stained with 0.5 μM Cell Tracker™ Green CMFDA Dye (Invitrogen, C2925) for 10 min at 37 °C. The mononucleated myoblasts were stained with 0.5 μM Cell Tracker™ Red CMTPX Dye (Invitrogen, C34552) for 10 min at 37 °C and added to the primary myotubes to further differentiate for another 24 h. The cells were fixed with 4% paraformaldehyde and visualized by BX53 microscope (Olympus).

### ChIP assay

ChIP assays were performed as previously described^37,38^. Briefly, crosslinking was performed in 1% formaldehyde for 10 min at room temperature, then stopped by 125 mM glycine for 5 min. Nuclei were isolated in cell lysis buffer (50 mM pH7.6 HEPEs, 10 mM KCl, 1.5 mM MgCl_2_, 1 mM EDTA, 0.5 mM EGTA, 0.5% Triton X-100, add protease inhibitors (1 mM PMSF, 1 mM DTT) freshly) and chromatin was further extracted from the nuclei using nuclei lysis buffer (50 mM pH7.6 HEPEs, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% deoxycholate, add protease inhibitors freshly). The chromatin was then sheared to 200–500 bp by sonication (Bioruptor) and applied for antibody precipitation. Dynabeads^TM^ Protein G (Invitrogen, 10004D) were used to capture the precipitated chromatin by antibody and followed by washes and reverse crosslinking. The purified DNA fragments were detected by qPCR. The fold enrichment were calculated against IgG ChIP-qPCR. Primers were listed in Table S1.

### RT-qPCR

Total RNA was extracted by TRIzol Reagent (Thermo, 15596-018), and reverse transcription was performed using reverse-transcriptase M-MuLV (NEB, M0253L) to generate cDNA, followed by. qPCR analysis using SYRB Green qPCR Mix (Roche, A0001) by QuantStudio6 Flex (Thermo). The expression level of each gene was normalized to that of GAPDH. Primers were listed in Table S2.

### Measurement of myofiber size and fusion index

The myofiber cross-section area was measured by Image Pro Plus software. At least 100 myofibers were measured for each sample. The number of regenerated myofibers and the fusion index (the number of nuclei in differentiated myotubes) were also counted by Image Pro Plus software. At least 3 fields were measured for each sample. The identity of the samples was blinded to the personnel who performed the measurement.

### Statistical analysis

The numbers of biological replicates and technical repeats in each experimental group were indicated in figure legends. For single myofiber staining, at least 10 single myofibers were isolated from each mouse. For myofiber CSA quantification, at least 100 myofibers from each mouse was quantified. For myoblasts proliferation and differentiation quantification, at least 3 microscope field were counted for each sample. Error bars represented standard deviation unless noted otherwise. Statistical differences between groups were determined by unpaired two-tailed *t*-test in GraphPad Prism 8 software. Statistical significance was set at *p* < 0.05. ns indicated no significant difference, * indicated *p* < 0.05, ** indicated *p* < 0.01, *** indicated *p* < 0.001.

### RNA interference

C2C12 myoblasts or primary myoblasts were transfected by siRNAs using Lipofectamine™ LTX reagent (Invitrogen, 15338030) following the manufacturer’s instructions. At least 2 pieces of siRNA were used for each target gene.

si*MyoG* sense-1 (5′–3′): GCAUCACGGUGGAGGAUAUTT;

si*MyoG* antisense-1 (5′–3′): AUAUCCUCCACCGUGAUGCTT;

si*MyoG* sense-2 (5′–3′): GCAUGUAAGGUGUGUAAGATT;

si*MyoG* antisense-1 (5′–3′): UCUUACACACCUUACAUGCTT;

siControl sense (5′–3′): UUCUCCGAACGUGUCACGUTT;

siControl antisense (5′–3′): ACGUGACACGUUCGGAGAATT.

### Luciferase reporter assay

*MyoG* promoter (+3 ~ −1596), *MyoG* promoter + E1 (WT or Mutation), and *MyoG* promoter + E2 (WT or Mutation) were cloned into pGL3 basic vector and transfected to primary myoblasts using the Neon™ Transfection System Starter Pack (Invitrogen, MPK5000S), respectively. After transfection 48 h, luciferase activities were measured using Dual-Luciferase Reporter Assay System (Promega, PR-E1910) by BioTek Synergy NEO (BioTek) following the manufacturer’s instructions. Relative luciferase activity was calculated as the ratio of Firefly/Renilla luciferase activity. All experiments were repeated at least 3 times. Primers were listed in Tables S3 and S4.

### Conventional bisulfite sequencing

Genomic DNA was extracted and treated with EZ DNA Methylation-Direct Kit (Zymo Research, D5005) according to the manufacturer’s instructions. Bisulfite-treated DNA was subjected to PCR amplification, then purified with the Gel Extraction Kit (TianGen, DP204) and cloned into pGEM-T vector system I (Promega, A3600). Individual clones were sequenced by standard Sanger sequencing. Data were analyzed by BISMA (http://services.ibc.uni-stuttgart.de/BDPC/BISMA/)^39^. Primers were listed in Table S5.

### RNA-seq

Total RNA was extracted by TRIzol Reagent (Thermo, cat# 15596-018) to constructed library using TruSeq RNA Library Preparation Kit v2 (Illumina, RS-122-2001). The raw RNA-seq reads were first evaluated by FastQC^40^ and preprocessed by Illumina universal adapter trimming and low-quality reads filtering with our in-house scripts^41^. All clean paired-end reads were then mapped to the mouse genome (mm9) using Tophat^42^ (version 2.0.13). Following alignment and filtering, gene expression levels were estimated by counting the number of fragments that are mapped to per kilobase of transcript per million mapped reads (FPKM). Differentially expressed genes (DEGs) between every pairs of KO and WT samples were analyzed with Cuffdiff^43^ (version 2.2.1) and genes with an adjusted *p*-value (*q*-value) <0.05 were identified as DEGs.

### Whole-genome methylation-seq

Genomic DNA was extracted and 1 μg genomic DNA was treated with EZ DNA Methylation-Gold Kit (Zymo Research, D5005) according to the manufacturer’s instructions. The methylation-seq library was constructed using TruSeq Nano DNA High Throughput Library Prep Kit (Illumina, 20015965). The bisulfite-treated DNA methylation sequencing data were analyzed by a data analysis pipeline called Methy-Pipe^44^. The paired-end reads were first aligned to the reference mouse genome (mm9) by the BSAligner module. The sequencing adaptors and low-quality bases on read ends were trimmed. All Cs in both the reference genome and sequenced reads were replaced by Ts in silico and the pre-processed and converted reads were aligned to the converted reference genome. Then methylation density (MD) calculation and the DMRs identification were performed by BSAnalyzer module. After MD calculation, a sliding window approach is employed and Mann–Whitney *U* test is recruited to identify differentially methylated seed regions (*p*-value <0.01). Regions with at least 20% changes of absolute methylation level and *p* < 0.01 were defined as DMRs. Finally, we defined the merged seed regions with significant difference as putative DMRs.

### ATAC-seq

ATAC-seq library was constructed from 5000 cells using TruePre DNA Library Pre Kit V2 for Illumina (Vazyme, TD501-01) and big peaks were filtered out using VAHTS DNA Clean Beads (Vazyme, N411-02) according to the manufacturer’s instructions. These libraries were sequenced on Illumina HiSeq X Ten instrument with 150-bp reads and paired-end parameter by WuXi NextCODE company. The 150 bp paired-end ATAC-Seq reads were trimmed to 36 bp paired-end reads and aligned to the mouse reference genome (mm9) using Bowtie2^45^ with parameters -X 2000 -no-mixed -no-discordant -local. Aligned reads are filtered for mapping quality ≥30 and duplicate reads was removed by using the Picard MarkDuplicates (https://www.broadinstitutegithubio/picard/). Peak regions of each sample were called by software MACS2^46^ with options -f BAMPE -g mm -q 0.01. For visualization, the alignment bam files were converted into bedgraph files using homer (http://homer.ucsd.edu/homer/ngs/ucsc.html). Differential peaks were adjusted by DESeq2 with fold change >2 and *p* < 0.05.

## Supplementary information

Fig. S1

Fig. S2

Fig. S3

Fig. S4

Fig. S5

Fig. S6

Fig. S7

Table S1

Table S2

Table S3

Table S4

Table S5

## Data Availability

All the sequencing data (mRNA-seq, methylation-seq, ATAC-seq) in WT and Tet2 KO primary myoblasts are available through GEO under the accession number GEO: GSE158649.

# Supplementary material for: Muscle regeneration controlled by a designated DNA dioxygenase
**Source:** Cell Death Dis. 2021 May 25;12(6):535. doi: 10.1038/s41419-021-03817-2
**Supplement:** Supplementary file 8 — Table S1

**Table. S1 ChIP-qPCR primer list**

| Name | Sequence |
| --- | --- |
| Chip MyoD-F1 | GGAGATGGGGAGAGAGTGTG |
| Chip MyoD-R1 | TCCTCTCTGCCTCTGAAAGC |
| Chip MyoD-F2 | CAAGAGGCTTGGGGAAGAGA |
| Chip MyoD-R2 | CCCAGGTCCTCTTCAGTGAG |
| Chip-*MyoG* E2-F1 (F3) | CCAGCTTCCAATTCCCAACG |
| Chip-*MyoG* E2-R1 (R3) | GGTCATGAGAAAATCCCGTCC |
| Chip-*MyoG* E2-F2 (F4) | TGTTCCATGCCGTCCTTAGT |
| Chip-*MyoG* E2-R2 (R4) | CGTTGGGAATTGGAAGCTGG |
| Chip-*MyoG* E1-F1 (F5) | CTGTCCCTCCCACAGACACT |
| Chip-*MyoG* E1-R1 (R5) | ATTTTCTCACAGGCCAAACG |
| Chip-*MyoG* E1-F2 (F6) | TGCATTCCCAGAGTACACGA |
| Chip-*MyoG* E1-R2 (R6) | AGGGCACAGTAATGCCAGAT |
| Chip MyoD-F7 | CTGCAGAGGAGTAAGACGGA |
| Chip MyoD-R7 | GGCAGCAAGTAGGGTAGAGT |
| Chip MyoD-F8 | AAGATCCCATGGCTCCTCTC |
| Chip MyoD-R8 | AAGTGCGTGTGTTCTGGATG |

# Supplementary material for: Muscle regeneration controlled by a designated DNA dioxygenase
**Source:** Cell Death Dis. 2021 May 25;12(6):535. doi: 10.1038/s41419-021-03817-2
**Supplement:** Supplementary file 9 — Table S2

**Table. S2 RT-qPCR primer list**

# Supplementary material for: Muscle regeneration controlled by a designated DNA dioxygenase
**Source:** Cell Death Dis. 2021 May 25;12(6):535. doi: 10.1038/s41419-021-03817-2
**Supplement:** Supplementary file 10 — Table S3

**Table. S3 Clone primer list**

| Name | Sequence |
| --- | --- |
| *MyoG*-promoter-F | CCGCTCGAGGGCCAAGATTCAATGGGAAT |
| *MyoG*-promoter-R | CCCAAGCTTTCACACCAACTGCTGGGTGC |
| *MyoG* E1-F | GGGGTACCGTTCCATTTTGGGAACTTAT |
| *MyoG* E1-R | CGACGCGTAAGGGCACAGTAATGCCAGAT |
| *MyoG* E2-F | GGGGTACCTGTGGTGTCAGGAAGTGTTC |
| *MyoG* E2-R | CGACGCGTGTTCCCAAAATGGAACCCTT |
| *MyoG* CDS -F | CTAGCTAGCATGGAGCTGTATGAGACATC |
| *MyoG* CDS-R | CCGCTCGAGGTTGGGCATGGTTTCGTCTG |

# Supplementary material for: Muscle regeneration controlled by a designated DNA dioxygenase
**Source:** Cell Death Dis. 2021 May 25;12(6):535. doi: 10.1038/s41419-021-03817-2
**Supplement:** Supplementary file 11 — Table S4

**Table. S4 Point mutation primer list**

| Name | Sequence |
| --- | --- |
| *MyoG* E2 (1,2)-F | ATGCGGTCCTTAGTAGCTGTGAGATC |
| *MyoG* E2 (1,2)-R | GATCTCACAGCTACTAAGGACCGCAT |
| *MyoG* E2 (4,5)-F | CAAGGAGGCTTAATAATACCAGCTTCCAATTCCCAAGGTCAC |
| *MyoG* E2 (4,5)-R | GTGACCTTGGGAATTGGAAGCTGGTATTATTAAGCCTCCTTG |
| *MyoG* E2 (6,7)-F | TGGTGGTGAAGCTGGATGGGATTTTCTCAT |
| *MyoG* E2 (6,7)-R | ATGAGAAAATCCCATCCAGCTTCACCACCA |

# Supplementary material for: Muscle regeneration controlled by a designated DNA dioxygenase
**Source:** Cell Death Dis. 2021 May 25;12(6):535. doi: 10.1038/s41419-021-03817-2
**Supplement:** Supplementary file 12 — Table S5

**Table. S5 Bisulfite-sequencing primer list**

| Name | Sequence |
| --- | --- |
| *MyoG* E1-bs-F | GTTTTATTTTGGGAATTTATTTAAG |
| *MyoG* E1-bs-R | AAAAACACAATAATACCAAATACC |
| *MyoG* E2-bs-F | TGTGGTGTTAGGAAGTGTTTTA |
| *MyoG* E2-bs-R | ATTCCCAAAATAAAACCCTTAA |
| *Mef2C*-1bs-F | TGGGTTTTTGTATAATTGTTAATT |
| *Mef2C*-1bs-R | AAATTAAAATCAATATTTCTCCAA |
| *Mef2C*-2bs-F | TTATTTTGTATTGGAGGTTGTATT |
| *Mef2C*-2bs-R | AATAAATTCTCACAAACCTTCC |
| *Myom2*-bs-F | GGGTAGGGAGTTTTTAGTTATTG |
| *Myom2*-bs-R | CAACCAACATAACTACAAACCA |

How the deposited data were processed for this re-analysis (not part of the article)

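Chromatin accessibility was measured by ATAC-seq in primary myoblasts of 2 WT and 2 Tet2 KO samples. The authors trimmed the reads to 36 bp, aligned them to mm9 with Bowtie2, kept alignments with a mapping quality of at least 30, removed duplicates with Picard and called peaks in each sample with MACS2, for which the methods give a q of 0.01. What was analysed are 1 WT and 1 Tet2 KO peak list. Each list carries 1 name prefix, which does not show whether 1 sample or pooled samples were called. Each also skips peak numbers, so it is a part of the peaks called, and the paper's text does not name how that part was taken. The lists were assigned to genotypes by their totals, which equal the sums of the classes of Fig. 6A. No list could be tied to a replicate.

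In both lists the authors deposited the MACS2 score of each peak, which is 10 times the -log10 q in the WT list (all but 1 peak) and 10 times the -log10 p in the Tet2 KO list. The fold column the authors deposited is a ratio, the enrichment of the summit over the local background of the same library, with a pseudocount of 1. The -log10 p and -log10 q columns the authors deposited are those of MACS2 at the summit. The last column is the distance of the summit from the peak start. The Tet2 KO list has a smallest -log10 p of 4.01 and holds 55 peaks with a -log10 q under 2, so the values fit a p cutoff of 1e-04 better than a q cutoff of 0.01.

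From these values the following was computed. The number of fragments at each summit and in its background was solved from the fold enrichment and the -log10 p by the Poisson formula of MACS2, with an error under 0.001 in -log10 p for each of the 25775 WT and 3836 Tet2 KO peaks. Whether such a fragment is a read pair, as the methods give, or a single extended read is not stated in the lists. For 22 WT peaks a pair of solutions fitted, and the one at or above the genome-wide background was taken. The most frequent background, taken as the genome-wide one, was 0.649 fragments in WT and 1.38 in Tet2 KO. This is the depth the lists show if both were counted alike, and total read numbers are not known. Peaks overlapped when they shared at least 1 bp. Features were assigned at the peak centre from GENCODE release M1 and the NCBIM37 sequence, which is mm9, in the order promoter (1000 bp upstream to 100 bp downstream), exon, 5' UTR, 3' UTR, intron and intergenic. The paper's text does not name its promoter definition. Shares have Wilson 95% intervals, which cover counting error only. As each genotype has 1 list, and peaks are not replicates, no test between genotypes was made.

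Random comparisons describe these lists only. Those beside the paper's results were 1000 placements of the Tet2 KO peaks within their chromosomes and 10000 sets of WT peaks matched on -log10 q in 20 groups. The others were 1000 draws of WT peaks matched on GC content in steps of 5 percentage points, and 10000 random sets for each of the following: WT peaks matched on fold enrichment in 20 groups and on promoter position, distal WT peaks with CAGCTG matched on fold enrichment in 10 groups, the same with 5 groups of GC content added, Tet2 KO peaks with a WT peak for the 31-mers, and intervals between WT peaks matched on length in 20 groups. The calculations were checked on simulated data: the pileup was recovered for 100% of 3000 simulated peaks, and of 100 lists drawn without a difference 92% had a percentile between 2.5 and 97.5. Those lists held more peaks, with a higher overlapping share, than the gene sets, so the check does not cover sets that small. Genes were named by a rule set before the data were examined: the genes the paper names that have a peak in either list, and the 5 peaks of each list with the highest -log10 q among those without a peak in the other list. Of the genes the paper names, 31 were looked up. Others, such as Tet1, Tet3, MAFbx and Trim63, were not, so the rule was applied in part. Myl2 and Gm7325, which have no peak in either list, are named outside this rule, chosen after their values were seen. The alternatives tried were stricter limits on -log10 q and fold enrichment, the autosomes and X alone, merging of peaks within 500 bp, other overlap rules, other promoter and gene windows, the peak summit in place of the centre, and equal numbers of peaks. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The mRNA-seq and methylation-seq data, the signal tracks and the table of differential peaks are not used here.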

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

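The test of skipped WT peak numbers was chosen after the Tet2 KO peaks without a WT peak had been counted, and the test of sequence copies after their positions had been seen to cluster. The values of both tests were not known at that point.

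The paper discusses the peaks lost in Tet2 KO myoblasts. A further 124 Tet2 KO peaks (3.23%) had no overlapping WT peak, and the paper does not report on them. They had a lower median fold enrichment than the other Tet2 KO peaks (4.77 against 5.62) and a lower median GC content (49.5% against 57.0%). They were not spread evenly: 25 of them lay between 19711626 and 20033095 on chromosome 8, a stretch with 6 Tet2 KO peaks that overlap a WT peak. That stretch was chosen after its values were seen, as the 1 Mb window with the most such peaks.

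The overlap of the 2 lists is not that of unrelated lists, since the highest share among random placements was 0.938%. Whether being near the cutoff accounts for these peaks could not be told, since the values point both ways. Among Tet2 KO peaks with a -log10 q of at least 10, 2.95% had no WT peak (interval 1.80 to 4.81%), against 3.23% over all peaks, so no fall was detected. With a fold enrichment of at least 5 in both lists, the overlapping share rose from 96.8% to 97.8%. The lower median fold enrichment of these peaks also goes with this explanation. A further pair of technical explanations also remains after the tests. The first is sequence present in several copies. On average 35.8% of the 31-mers of these peaks occur more than once in the mm9 reference, against 1.38% for the other Tet2 KO peaks, and the highest of 10000 random sets of 124 of the latter was 5.50% (percentile 100). The second is a WT peak that was called there and removed before deposition. Of the 71 intervals between WT peaks that hold such a Tet2 KO peak, 57.7% skip a WT peak number, against 37.2% in intervals of matched length (percentile 99.975). The 31-mers and the skipped numbers may have a common source, since a filter on repeated sequence would act on both, and this was not tested. The pattern cannot be told apart from these explanations or from peaks near the cutoff. It is not offered as a gain of accessibility in Tet2 KO myoblasts.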

How the results depend on the processing

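No paired analysis was possible because each genotype has 1 peak list, which carries no replicate number. For the same reason no replicate was left out. The limit of -log10 q of at least 2, the highest peak numbers, the protein-coding transcripts and the equal number of peaks by fold enrichment were chosen after seeing the data, and the other alternatives before the data were examined.

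The WT list was longer than the Tet2 KO list under each alternative run. The ratio, 6.72 in the lists as given, was 10.7 with a -log10 q of at least 5, 27.7 with at least 10, and 4.31 from the highest peak number of each list. The Tet2 KO library has the higher genome-wide background, and where that applies a given number of fragments reaches a lower fold and a lower -log10 q in it. At the peaks of both lists the local background was 1.15 times that of WT in the median. The median summit pileup there was 15 fragments in Tet2 KO against 27.5 in WT. How much of the rise comes from the background was not tested. With a fold enrichment of at least 5, on the autosomes and X and with merged peaks, the ratio stayed within 1.5 times 6.72. The limit of -log10 q of at least 2 removes Tet2 KO peaks only and gave 6.82.

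The share of Tet2 KO peaks that overlap a WT peak was 94.3% with a -log10 q of at least 10, 97.8% with a fold enrichment of at least 5, 96.0% with the summit inside the other peak, and 67.5% with an overlap of at least 50% of each peak. The share of WT peaks that overlap a Tet2 KO peak was 9.03% and 3.41% with a -log10 q of at least 5 and 10, 10.6% with a fold enrichment of at least 5, 14.7% with merged peaks, 10.0% with an overlap of at least 50% of each peak and 12.9% by the summit. A limit on both lists also removes WT partners. With a -log10 q of at least 10 in the Tet2 KO list alone 2.95% had no WT peak, so the fall to 94.3% comes from WT partners under the limit. The cause of the other changes was not tested.

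The promoter share was higher in Tet2 KO than in WT under each alternative run, by 14.2 to 19.6 percentage points where both lists were treated alike. With a promoter of 1000 bp on either side it was 30.6% in WT and 46.6% in Tet2 KO (introns and intergenic sequence 67.0% and 52.1%), and with 3000 bp it was 37.8% and 51.9% (60.4% and 46.9%). With a -log10 q of at least 10 it was 29.1% and 48.6% (68.0% and 49.0%). With protein-coding transcripts alone the WT shares were 26.1% at promoters and 70.9% in introns or intergenic sequence. With as many WT peaks as Tet2 KO peaks, the WT promoter share was 34.4% for the highest -log10 q and 32.9% for the highest fold enrichment, and the share in introns or intergenic sequence 62.8% and 64.4%. The cause was not tested.

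At the genes of muscle differentiation the ratio, 13.5 in the lists as given, was 7 with the promoter only and 8 with 50000 bp on either side, and the cause was not tested. With a -log10 q of at least 10 no Tet2 KO peak was left at these genes, so no ratio was computed. Only 2 Tet2 KO peaks stand behind the main ratio. Both lists also had 0 peaks within 1000 bp of E1 and E2. The other alternatives for this count remove or join listed peaks and were bound to leave it at 0, so they show no stability. Of 434 counts at single genes under an alternative, 67 changed by more than 1.5 times, 40 to a lower and 27 to a higher count, and at none of the 31 genes did the Tet2 KO list have more peaks than the WT list.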

Differences from the paper's values

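Under some alternatives the peak ratio and the WT promoter share lay more than 1.5 times from the paper's value. In the main setting, each value that the paper states and that was also computed lay within 1.5 times of it. The peak ratio was 6.72, where the paper's text gives over 6. At promoters, the share was 27.3% in WT, where the paper shows about 24% in Fig. 6A, read by eye, and 43.4% in Tet2 KO, where it shows about 40% in Fig. 6A, read by eye. In intergenic sequence it was 33.0% in WT, where the paper shows about 36% in Fig. 6A, read by eye, and 26.7% in Tet2 KO, where it shows about 30% in Fig. 6A, read by eye. In introns it was 36.3% in WT and 27.4% in Tet2 KO, where the paper shows about 37% and 28% in Fig. 6A, read by eye. With protein-coding transcripts only, an alternative chosen after seeing the values, the intergenic shares were 35.8% and 29.6%. The promoter shares were then 26.1% and 42.0%, also nearer to the figure. The intron shares were 35.0% and 26.1%, which is further from it.

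The reference sequence of E1 and E2 together holds 16 CpG sites, where the paper's text gives 13.

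The paper marks major accessibility peaks inside E2 in WT myoblasts (Fig. 6B). The WT list has 0 peaks there, and 0 within 1000 bp of E1 and E2. The measures are unlike, since the figure shows a profile of the signal and the list holds a part of the called peaks. The list skips 1 peak number in the interval that holds the region, so a called peak there is not excluded.

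The methods give a q of 0.01 for each sample. The Tet2 KO list holds 55 peaks with a larger q, up to 0.137, while the largest in the WT list is 0.00665.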

Other observations

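The tests of the cutoffs, of the fragment coverage and of the removal of called peaks were chosen only after the peak lists had been looked at.

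Several technical explanations of the shorter Tet2 KO list were examined. The test chosen for the different cutoffs had no open outcome. The Tet2 KO list has the looser cutoff, and a -log10 q of at least 2 in both lists removes 55 Tet2 KO and 0 WT peaks, which was bound to raise the ratio, to 6.82. Lower total fragment coverage was not seen, since the genome-wide background of the Tet2 KO library was 2.13 times that of the WT library. That ratio measures depth only if both libraries were counted alike. The lists carry different scores, so the calls differed in at least 1 setting, and lower coverage is not excluded. The genome-wide background counts fragments wherever they lie. The mitochondrial chromosome holds at most 0.269% of it in WT and 0.134% in Tet2 KO, if its coverage nowhere exceeds the highest summit pileup listed on it. Around the peaks of both lists the difference was smaller. The local background there was 1.15 times that of WT in the median, and lower in Tet2 KO at 28.3% of the pairs. The local background also counts the fragments of nearby peaks, so it is not a plain measure of depth either. The ratio of the highest peak numbers was 4.31, so removal of called peaks accounts for a part of the ratio at most. No small set of chromosomes carries it, since the lowest ratio on a chromosome was 5.27. Lower enrichment over background also remains. At the 3712 Tet2 KO peaks that overlap a WT peak, the recovered summit pileup over the genome-wide background in Tet2 KO was 0.259 times that in WT in the median. It was lower at 99.9% of the promoter peaks and at 99.5% of the distal ones. The 2 libraries were called separately, and this ratio rests on the genome-wide background as the measure of depth. With the median ratio of the local backgrounds in its place it was 0.478, and without scaling 0.552. A library with a poorer signal over background and a loss of accessibility at most sites in Tet2 KO myoblasts may both give such a shift, and 1 list per genotype cannot separate them.

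The higher promoter share in Tet2 KO was set beside explanations by strength and by GC content. The same number of WT peaks with the highest -log10 q had a promoter share of 34.4%, and WT peaks drawn to the GC content of the Tet2 KO peaks had 36.4% (95% of 1000 draws between 35.1 and 37.5%). Both lie above the 27.3% of all WT peaks and under the interval of the Tet2 KO share, which begins at 41.9%. Each moves the share part of the way, and neither alone reaches it. Both together were not tested.

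At the genes of muscle differentiation, 2 of 27 WT peaks had a Tet2 KO peak. Random WT peaks matched on fold enrichment and promoter position had one at a mean of 12.9%, and these genes lay at percentile 17.8 of the sets. The loss at these genes was thus not detectable as larger than the general loss. With 27 peaks, only a count of 0 would have fallen under the central 95% of the sets. Of the 4 genes the paper reports as unchanged, Pax7 had 3 WT peaks and 0 Tet2 KO peaks, and Cdk6 had 5 WT peaks and 1 Tet2 KO peak.

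In E1 and E2, a WT peak that was called and removed before deposition could not be excluded. The WT list skips 1 number in the interval that holds the region, and 34.7% of the 1288 intervals of similar length skip at least 1, so the skip does not place a peak in E2. The Tet2 KO list also skips 1 number, between 135995923 and 136229470, an interval that includes E1, E2 and the MyoG promoter. The absence of a listed Tet2 KO peak at the promoter is thus open to the same doubt.

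A hypothesis taken from the paper's model is that distal peaks with a CpG near an E box are lost more often in Tet2 KO. It was tested on the E box CAGCTG with a CpG within 10 bp. The E2 fragment holds 0 CAGCTG, so the test does not bear on the sites marked in E2. Of 2324 distal WT peaks with such a site, 15.7% had a Tet2 KO peak (interval 14.2 to 17.2%), against 13.6% of 5289 with CAGCTG and no such CpG (interval 12.7 to 14.6%) and 8.53% of 10252 without CAGCTG. At matched fold enrichment the first group was at percentile 99.845 of random sets, so these peaks were retained more often, not less. With GC content matched as well, which was added after seeing that value, the percentile was 86.9. The methylation of these sites is not used here.

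Among the peaks in a single list, the 5 Tet2 KO peaks with the highest -log10 q reached 14.4 to 24.5 and the 5 WT peaks 37.5 to 41.1. The nearest protein-coding gene starts were those of Myom2, 1700010L04Rik, P4ha2, Bdkrb2 and Galr1 for Tet2 KO, at 40503 to 462282 bp, and of Polr1a, Npepl1, Pcca, Fhl4 and Ints3 for WT, at 17 to 91155 bp. The Tet2 KO peak with the highest -log10 q (24.5) lay in intergenic sequence on chromosome 8 from 15519860 to 15520019, 211339 bp from the nearest WT peak. The WT peak with the highest -log10 q (41.1) and no Tet2 KO peak lay on chromosome 6 from 71912809 to 71913112 in an exon, with a summit of 40 fragments. Each list also had 3 peaks on the mitochondrial chromosome, with a fold enrichment of 1.56 to 1.61 in WT and 1.64 to 1.83 in Tet2 KO.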
